A study of Mus musculus with 40 samples. Its data were reported in "Dynamic repression by BCL6 controls the genome-wide liver response to fasting and steatosis" (2019).

How the data were processed

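Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used in the study to map where proteins or histone marks sat on DNA in mouse liver. The series held 40 samples in 18 groups, of which 7 were single input libraries (chromatin sequenced without an antibody) and the rest were sets of 3 replicates. The 3 peak lists analysed here were 1 each for SMRT, NCoR and HDAC3 in ad libitum fed male control livers, and each stood for 3 libraries. SMRT and NCoR are related corepressor proteins, and HDAC3 is the histone deacetylase that forms a complex with them. The control animals carried a floxed Bcl6 gene that had not been deleted. The other 31 samples (knockout, histone mark, PPARδ and input libraries) were not analysed here, and no list for BCL6 was used here, so no comparison between genotypes or feeding states was made.

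The authors aligned single-end reads to the mm10 build with Bowtie and kept uniquely mapped reads, which were processed with HOMER. Peaks were called by the authors on the pooled replicates of a cofactor against input, and were then kept where DESeq2, run by the authors on the individual libraries, passed their fold and false discovery thresholds. Replicates were therefore pooled before positions were set, and the lists carried no value per replicate. Each deposited list gave a chromosome, a start and an end per peak, with no height, score, fold or p-value. Every interval within a list had the same length (end minus start), which was 212 bp for SMRT, 228 bp for NCoR and 212 bp for HDAC3. The sequencing depth per sample was not given in the sources used here. A shorter list can therefore reflect fewer reads or a weaker antibody as well as fewer bound sites, and the lists hold nothing that separates these.

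All peaks on the 21 chromosomes lay inside the chromosome lengths of GRCm38, the assembly that mm10 names, and the GRCm38 sequence with the GENCODE vM21 basic annotation was used. As a check on positions, matches to the HNF4 half-site were counted in the central 50 bp of the NCoR windows. They were present in 2.31% of peaks and in 0.301% of windows 2 kb to either side. Coordinates are printed as the lists give them.

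Overlap followed the study's rule, with peaks called overlapping when their centres were at most 200 bp apart. A peak with both other cofactors in reach was called a shared site, and an NCoR peak with neither was called an NCoR-only site. Shared sites were described at NCoR peak positions unless another list is named. For clustering, peaks of the lists were merged into sites by single linkage at 200 bp. Chance overlap was measured by placing the second list at random on the known bases of its own chromosomes 1000 times. Promoters ran from 1000 bp upstream to 100 bp downstream of an annotated transcription start site (TSS), other peaks within genes were called intragenic, and the rest intergenic. As a background, 132365 positions were drawn at random over known bases.

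Motifs were fixed consensus strings (in IUPAC letters, either strand) searched in 200 bp windows: BCL6/STAT TTCYNRGAA, DR1 (PPAR/RXR and HNF4) RGGNCAAAGKNCA, ERR TSAAGGTCA, HNF4 half-site CAAAGKYCA, FOX TGTTTAC, HNF6/CUX2 TATYGATY, ETS/ELK CCGGAAGT, C/EBP TTRYGCAA and CTCF CCANNAGRKGGC, the last as a comparison motif. Background windows were drawn on the same chromosome with the same GC content, 1 per peak and over 400 bp from any peak centre. They differed in GC count from their peak in 1 SMRT, 28 NCoR and 3 HDAC3 windows. A consensus match is stricter than a weight matrix, so the shares are lower than those a matrix would give.

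Fisher's exact test (two-sided) compared classes of peaks, with Benjamini-Hochberg adjustment over the 27 motif tests against background and over the 9 motifs between classes. Shares carry exact (Clopper-Pearson) 95% binomial intervals. Peaks are not replicates and neighbouring peaks are not independent, so tests and intervals cover counting error within these lists and not the variation between animals. For genes, each NCoR peak was assigned to the protein-coding gene with the nearest TSS. The number of shared sites at 27 genes that the study names, most for their response to fasting or to loss of Bcl6 and some only as regions where binding was measured, was compared with 10000 random lists of protein-coding genes, matched on the deciles of the stretch over which a gene holds the nearest TSS. The study chose these genes partly on related libraries, so this list is not independent evidence. The background was all protein-coding genes and not the genes expressed in liver. The spread of shared and NCoR-only sites over chromosomes was tested with 10000 shuffles of the class labels.

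Named genes followed a rule set before the data were examined: the 5 study genes with the most shared sites (ties by symbol), study genes with no peak of any cofactor, Bcl6, and the 5 genes in the genome with the most shared sites. Some genes that the rule or the counts would name are not reported here. The main tests, the motifs and all alternatives but 1 were also set at that point. The comparisons between classes other than shared and NCoR-only sites were added later, as were the tests of explanations for the X chromosome and for the HNF6/CUX2 motif and those of ETS/ELK matches far from a TSS and against windows matched on promoter location. A planned comparison of peak scores and widths was left out, because each list had a single width and no score.

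The functions were tested on simulated data. In lists of the real lengths with 8000 planted shared sites, 8000 were recovered in each list. Planted partners always lay within 200 bp and planted sites far apart, so this checks the code and not accuracy on the real lists. With 300 planted matches per motif in 10000 windows, 9 of 9 motifs passed an unadjusted p of 0.05, and 2.89% of 450 tests without a planted difference did so. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. Alternatives covered the overlap distance, the list lengths, the promoter definition, the neighbour distance, the windows and backgrounds of the motif search, and the assignment of sites to genes.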

Results

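To describe where the corepressor complex sat in fed liver, ChIP-seq peak lists for SMRT, NCoR and HDAC3 were compared in control males. The lists held 10654 SMRT peaks, 35138 NCoR peaks and 14462 HDAC3 peaks, each called from 3 libraries pooled together. The peaks covered 0.0853%, 0.303% and 0.116% of the known bases of the genome, respectively. Sequencing depth was not given, and the lists carried no replicate values, so no comparison below has an error between animals. The intervals given are exact 95% binomial intervals for counting only.

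Nearly all SMRT and HDAC3 peaks coincided with NCoR. Of the SMRT peaks, 10201 (95.7%, 95.3 to 96.1) had an NCoR peak centre within 200 bp, against a mean of 62.7 (range 36 to 87) when the NCoR list was placed at random. Of the HDAC3 peaks, 13951 (96.5%, 96.2 to 96.8) overlapped NCoR, against 84.8 (56 to 115) at random. SMRT and HDAC3 overlapped each other at 8826 positions, which made up 82.8% (82.1 to 83.6) of SMRT peaks and 61.0% (60.2 to 61.8) of HDAC3 peaks. In the opposite direction, 29.0% (28.6 to 29.5) of NCoR peaks had a SMRT peak and 39.7% (39.2 to 40.2) had an HDAC3 peak. The observed overlaps were 162 to 344 times the random means. When the second list was instead shifted by 5 to 50 kb, which keeps its local density, the SMRT overlap with NCoR was 52.3 times the shifted mean rather than 163 times the random one.

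All 3 cofactors were found together at 8730 SMRT peaks (81.9%, 81.2 to 82.7), 8739 NCoR peaks (24.9%, 24.4 to 25.3) and 8741 HDAC3 peaks (60.4%, 59.6 to 61.2). Peaks without either other cofactor numbered 357 for SMRT (3.35%, 3.02 to 3.71), 426 for HDAC3 (2.95%, 2.68 to 3.23) and 19725 for NCoR (56.1%, 55.6 to 56.7). NCoR was paired with HDAC3 but not SMRT at 5212 of its peaks (14.8%, 14.5 to 15.2) and with SMRT but not HDAC3 at 1462 (4.16%, 3.95 to 4.37). SMRT and HDAC3 without NCoR were rare, at 96 SMRT peaks (0.901%) and 85 HDAC3 peaks (0.588%). Thinning the NCoR list at random to the length of the SMRT list moved the SMRT and HDAC3 shares most, and left 24.9% of SMRT peaks with both partners. The NCoR shares moved most with centres within 100 bp, to 24.0% shared and 57.1% alone.

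**Figure D1:**
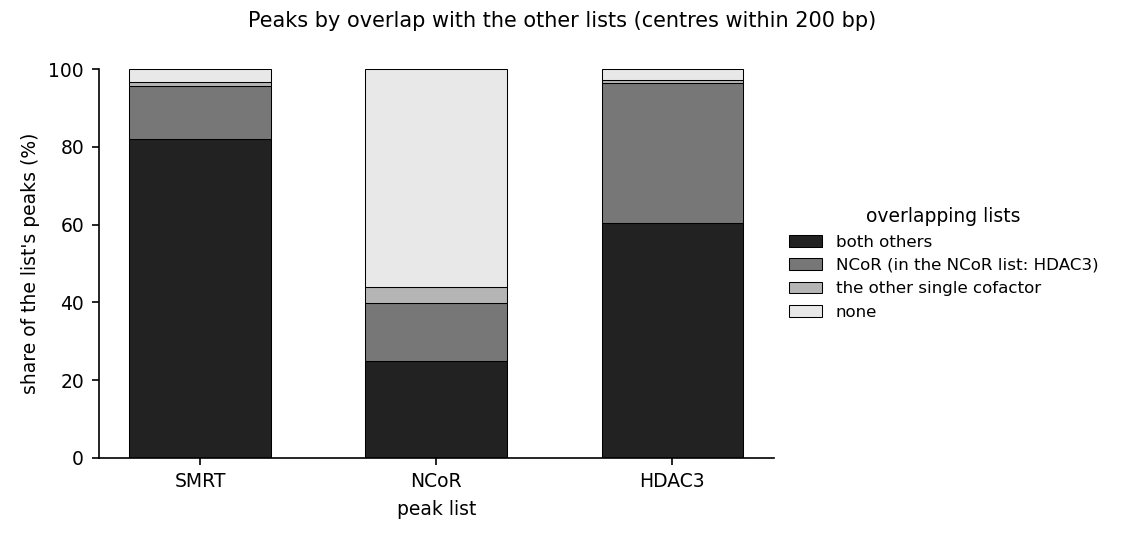
Stacked bars give the share of each list's peaks (%, vertical axis) by which other lists overlapped them, for the SMRT, NCoR and HDAC3 lists (horizontal axis). Both partners were present at 81.9% of SMRT and 60.4% of HDAC3 peaks, whereas 56.1% of NCoR peaks had neither.

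Overlapping peaks lay close together. The median distance between centres was 24 bp for SMRT and NCoR, 25 bp for SMRT and HDAC3, and 23 bp for HDAC3 and NCoR. Among pairs within 200 bp, 97.3% (96.9 to 97.6), 96.9% (96.5 to 97.2) and 97.4% (97.1 to 97.7) were within 100 bp, where evenly spread offsets would give 50.1%. Counting pairs within 400 bp lowered the first share to 96.4%, beside 25.1% for evenly spread offsets.

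Next, the location of the sites relative to genes was compared between classes. Promoters held 8.46% (7.94 to 9.0) of SMRT peaks, 12.8% (12.5 to 13.2) of NCoR peaks and 10.5% (10.02 to 11.02) of HDAC3 peaks, compared with 2.53% (2.45 to 2.62) of random positions. A further 57.8%, 57.1% and 57.4% were intragenic, and 33.7%, 30.0% and 32.1% were intergenic. Shared sites were less often at promoters (8.19%, 7.63 to 8.79) than NCoR-only sites (15.1%, 14.6 to 15.6), with an odds ratio of 0.502 (Fisher's exact test, two-sided, p = 1.37e-61). Widening the promoter to 5000 bp on either side brought the odds ratio closest to 1, at 0.731.

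The other classes were compared in 7 further tests that had not been planned. NCoR sites with HDAC3 but not SMRT were at promoters in 13.2% (12.3 to 14.1) of cases, above shared sites (Fisher's exact test, adjusted p = 3.94e-20) and below NCoR-only sites (adjusted p = 0.000711). NCoR sites with SMRT but not HDAC3 (9.03%, 7.61 to 10.6) did not differ detectably from shared sites (adjusted p = 0.283). HDAC3 peaks without SMRT or NCoR had the highest promoter share of the classes of the 3 lists, at 27.5% (23.3 to 32.0), compared with 8.08% of the HDAC3 peaks at shared sites (odds ratio 4.31, adjusted p = 2.14e-29). The corresponding SMRT peaks, at 10.9% (7.88 to 14.6), did not differ detectably from the SMRT peaks at shared sites (adjusted p = 0.0895).

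**Figure D2:**
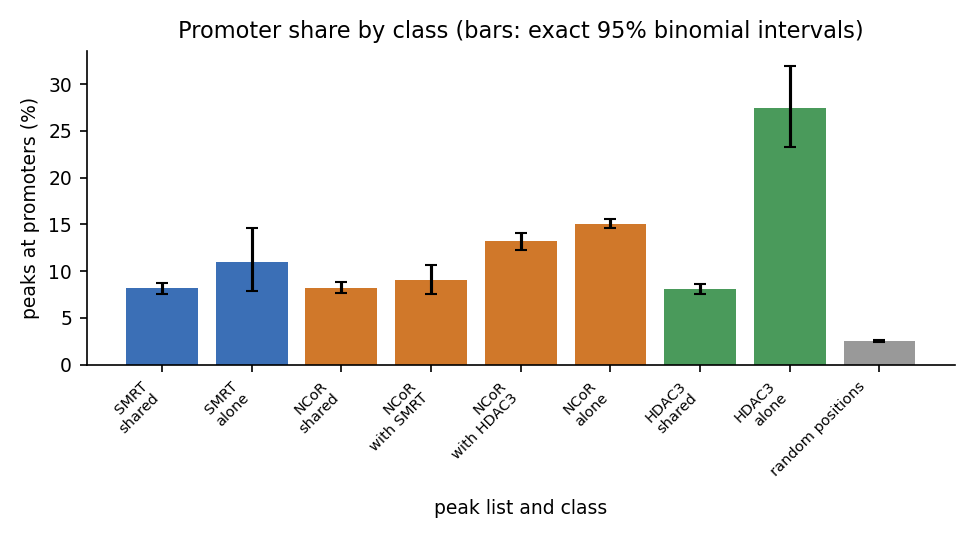
Bars give the share of peaks at promoters (%, vertical axis) for classes of each list and for random positions (horizontal axis), with exact 95% binomial intervals as error bars. The share was 8.19% for shared NCoR peaks, 15.1% for NCoR peaks alone and 27.5% for HDAC3 peaks alone, above the 2.53% of random positions.

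To ask whether sites were grouped along the genome, the peaks were merged into 35999 sites. Another site lay within 10 kb of 6299 of 8764 shared sites (71.9%, 70.9 to 72.8) and of 11437 of 19725 NCoR-only sites (58.0%, 57.3 to 58.7). The odds ratio was 1.85 (Fisher's exact test, two-sided, p = 4.11e-113). With all sites placed at random, 25.7% (range 24.7 to 26.4 over 100 placements) had such a neighbour. Of the alternatives, a neighbour distance of 5 kb moved the odds ratio most, to 1.63.

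Sequence motifs in the peaks were compared with GC-matched windows. At an adjusted p below 0.05, 7 of 9 motifs were more frequent in SMRT peaks, and 8 of 9 were more frequent in NCoR peaks and in HDAC3 peaks. The HNF4 half-site was found in 7.85% (7.57 to 8.14) of NCoR peaks and 1.16% of matched windows, an odds ratio of 7.29. FOX matches were found in 7.74% (7.46 to 8.02) against 2.19%, and HNF6/CUX2 matches in 5.67% (5.43 to 5.92) against 0.851%. C/EBP matches were found in 5.52% (5.28 to 5.77) against 0.902%. The DR1 element had the largest odds ratio in each list, 14.2 in SMRT peaks, 12 in NCoR peaks and 12.1 in HDAC3 peaks, although it was present in only 1.54% of NCoR peaks. In 100 bp windows the largest odds ratio in SMRT peaks was instead that of HNF6/CUX2 (14.9, against 10.8 for DR1). The BCL6/STAT motif showed a smaller difference, at 3.85% (3.65 to 4.06) of NCoR peaks and 2.62% of matched windows (odds ratio 1.49, Fisher's exact test, adjusted p = 5.52e-20). ETS/ELK was more frequent in NCoR peaks (0.757% against 0.262%) and in HDAC3 peaks (0.456% against 0.277%, adjusted p = 0.0152), while in SMRT peaks the difference was not past the threshold (0.291% against 0.178%, adjusted p = 0.118). For SMRT it passed against flanking windows 2 kb away (adjusted p = 0.0251) and against random windows without GC matching (0.0267), and the adjusted p reached 0.541 in 100 bp windows. CTCF, the comparison motif, was less frequent in each list than in matched windows (NCoR 0.512% against 0.763%). With repeat-masked bases removed this difference was lost in SMRT peaks (odds ratio 0.689, adjusted p = 0.262) and changed direction in NCoR peaks (odds ratio 1.34, adjusted p = 0.0290) and in HDAC3 peaks (odds ratio 1.27, adjusted p = 0.325). Under the other alternatives the odds ratio stayed below 1 in each list, with adjusted p from 5.48e-22 to 0.0318.

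The motif content of shared sites was then set against that of NCoR-only sites. At an adjusted p below 0.05, 5 of 9 motifs were more frequent in shared sites and 2 were more frequent in NCoR-only sites. HNF6/CUX2 differed most among the former, at 8.23% (7.66 to 8.82) of shared and 4.32% (4.04 to 4.62) of NCoR-only sites (odds ratio 1.98, Fisher's exact test, adjusted p = 6.82e-37). C/EBP matches were present in 7.84% (7.28 to 8.42) and 4.22% (3.94 to 4.51), FOX matches in 9.96% (9.34 to 10.6) and 6.68% (6.33 to 7.03), and HNF4 half-sites in 9.13% (8.54 to 9.75) and 7.15% (6.79 to 7.52). BCL6/STAT matches were present in 4.44% (4.02 to 4.89) and 3.51% (3.26 to 3.78), with an odds ratio of 1.28 and an adjusted p of 0.000275 by Fisher's exact test. In 100 bp windows this last difference was no longer past the threshold (odds ratio 1.19, adjusted p = 0.0812), while under the other alternatives the adjusted p ran from 0.000195 to 0.0383. ETS/ELK matches went the other way, at 0.240% (0.149 to 0.367) of shared and 1.04% (0.902 to 1.19) of NCoR-only sites (odds ratio 0.229, adjusted p = 2.82e-14). So did CTCF matches, at 0.275% (0.176 to 0.408) and 0.664% (0.556 to 0.788). DR1 (1.61% and 1.43%) and ERR (2.16% and 2.14%) did not differ detectably.

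**Figure D3:**
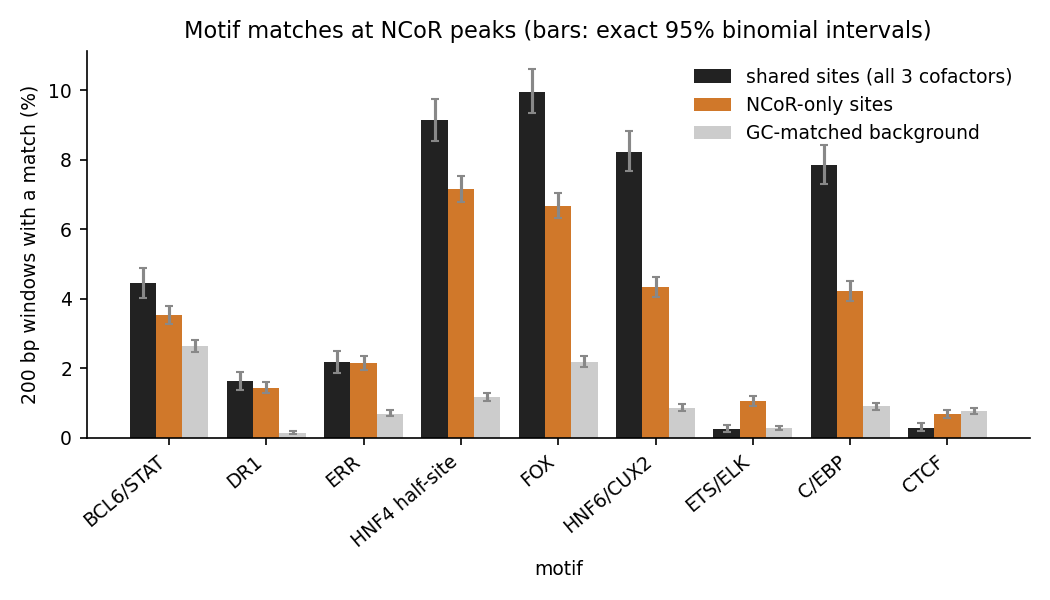
Bars give the share of 200 bp windows with a motif match (%, vertical axis) for 9 motifs (horizontal axis) in shared NCoR sites, NCoR-only sites and GC-matched background windows of the NCoR list, with exact 95% binomial intervals as error bars. HNF6/CUX2 fell from 8.23% in shared to 4.32% in NCoR-only sites, and ETS/ELK rose from 0.240% to 1.04%.

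To relate the sites to genes that the study names, shared sites were assigned to the nearest protein-coding TSS. The 27 study genes held 51 shared sites, compared with a median of 9 (range 0 to 33) in 10000 random gene lists matched on territory, the stretch over which a gene holds the nearest TSS. The ratio was 5.67 (two-sided permutation p = 0.0002, the smallest that 10000 lists can give). Against random genes that themselves had at least 1 NCoR peak the ratio was lower, at 2.83, with the same p. At least 1 shared site was found at 23 of the 27 study genes, compared with 4587 of 21938 protein-coding genes (20.9%). NCoR-only sites were also more numerous at the study genes, at 48 against a median of 23 (ratio 2.09, permutation p = 0.0072). None of the 27 genes lacked a peak of every cofactor.

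Abhd2 and Por had the most shared sites of the study genes, with 6 each. Abhd2 lies on chromosome 7 from 79273199 to 79365508 on the plus strand, and 4 of its sites were in introns and 2 lay upstream between genes. Of the intronic sites, that at 79273733 to 79273961 was 648 bp downstream of the TSS, and those at 79310300 to 79310528 and 79313909 to 79314137 held a BCL6/STAT match. Por lies on chromosome 5 from 135670033 to 135735326 on the plus strand. Of its sites, 1 was at its own promoter (135688604 to 135688832, at -318 bp from the nearest TSS). The other 5 lay in introns by the gene's annotated span. Among those, the sites at 135674898 to 135675126 and 135678622 to 135678850 lay upstream of the nearest TSS used, at -14024 and -10300 bp. Acot1 (chromosome 12, 84009490 to 84018371, plus strand) had 4 shared sites, with 1 at its promoter (84008391 to 84008619), 2 in introns and 1 between genes. It stands next to related Acot genes, and only uniquely mapped reads were counted there. Acss3 (chromosome 10, 106933517 to 107123668, minus strand) had 3, of which 2 were intronic and 1 lay in coding sequence at 106937060 to 106937288. Hadh and Idh2, named after their values were seen, had the same count, which 950 protein-coding genes reached.

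**Figure D4:**
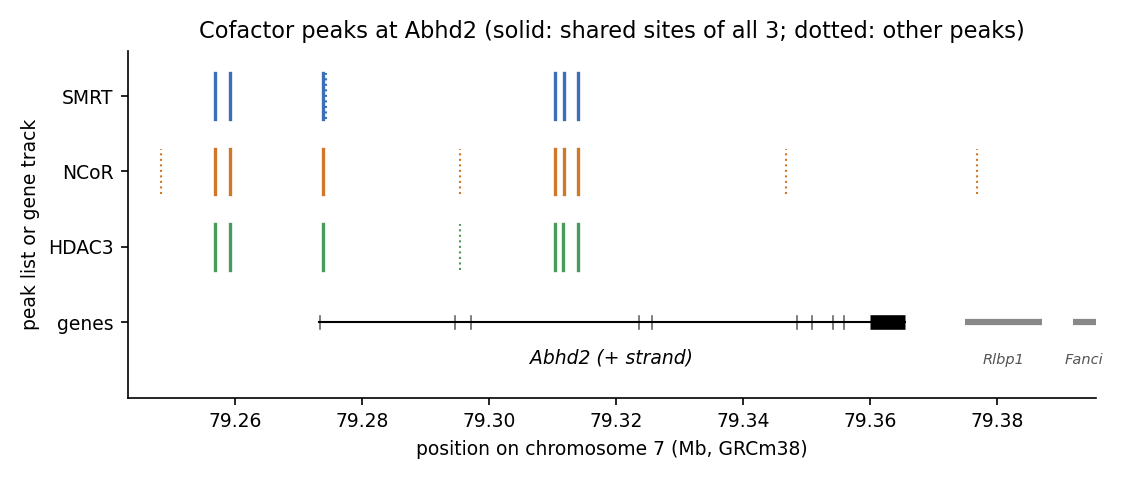
Vertical ticks mark the centres of SMRT, NCoR and HDAC3 peaks (rows) along chromosome 7 (horizontal axis, Mb, GRCm38) around Abhd2, whose exons are drawn as blocks, and solid ticks are shared sites. The 6 shared sites form a group of 3 at and upstream of the gene's start and a group of 3 in an intron.

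Bcl6 itself (chromosome 16, 23965052 to 23988852, minus strand) was the nearest gene of 20 NCoR peaks, of which 5 were shared sites. All 5 lay upstream of the gene, and the closest, at 23996436 to 23996664, was at -7698 bp from the TSS and held matches to the BCL6/STAT and DR1 motifs. Across the genome, the most shared sites were nearest to Pik3r1 (17 sites), Tbl1xr1 (15), Zmiz1 (14), Irs2 (13) and Myc (13). These genes held the nearest TSS over 968, 2227, 602, 520 and 1445 kb, respectively, compared with a median of 47.0 kb over all protein-coding genes, so their rank is not adjusted for territory. Pik3r1 (chromosome 13, 101680563 to 101768217, minus strand) had 1 of its 17 sites in an intron and the others outside the gene. Tbl1xr1 (chromosome 3, 22076652 to 22216594, plus strand) had 2 sites at its promoter and 4 in introns. Zmiz1 (chromosome 14, 25459185 to 25666743, plus strand) had 10 in introns. None of the sites of Irs2 (chromosome 8, 10984681 to 11008458, minus strand) or Myc (chromosome 15, 61985391 to 61990374, plus strand) lay within the gene or its promoter.

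Finally, the distribution over chromosomes was examined. Autosomes together carried 4.40 SMRT, 14.4 NCoR and 5.96 HDAC3 peaks per Mb of known sequence. The X chromosome carried 0.697, 3.55 and 1.08 per Mb, below chromosome 14, the lowest autosome (3.04, 10.6 and 4.30 per Mb). Shared sites made up 30.7% of shared and NCoR-only sites together, and this share varied between chromosomes (chi-square 97.9, permutation p = 0.0001, the smallest that 10000 shuffles can give). It was 17.5% (14.2 to 21.2) on X. Without X the chi-square was 58.3, with the same p. On autosomes the share ran from 27.1% (24.9 to 29.3) on chromosome 7 to 33.9% (31.8 to 36.1) on chromosome 4.

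**Figure D5:**
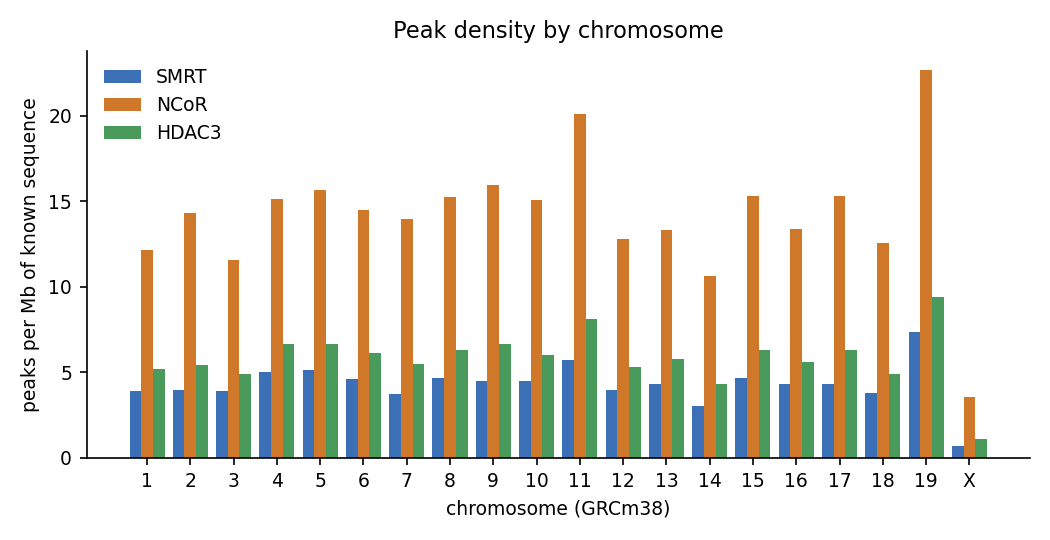
Bars give SMRT, NCoR and HDAC3 peaks per Mb of known sequence (vertical axis) on chromosomes 1 to 19 and X (horizontal axis). NCoR ran from 10.6 per Mb on chromosome 14 to 22.7 on chromosome 19, with 3.55 on X.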

Values the study reported

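In fed control livers, the study reported 6,643 sites common to BCL6 and the corepressors SMRT, NCoR and HDAC3, and found that 21% of BCL6 sites were unique to it. About 2% of sites were reported as unique for SMRT or for HDAC3. For NCoR, 45% of sites were reported to overlap none of BCL6, HDAC3 or SMRT. Each of these values counts BCL6 among the factors compared.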

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

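The background of genes with an NCoR peak was the only alternative chosen after the data were seen. Of 121 recomputed values of the main results, 86 stayed within their counting interval, or kept their direction and side of the threshold, or stayed within 1.5 times a count, and 35 moved. Promoter location (odds ratios 0.423 to 0.731), clustering (1.63 to 1.92), the excess at study genes (ratios 2.09 to 5.88) and the chromosome test kept their direction and side of the threshold under each alternative run.

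With centres within 100 bp, overlap with NCoR was 93.1% of SMRT and 94.0% of HDAC3 peaks, overlap with HDAC3 was 80.3% of SMRT and 38.7% of NCoR peaks, and overlap with SMRT was 28.2% of NCoR and 59.1% of HDAC3 peaks. Shared sites were then 78.4% of SMRT, 24.0% of NCoR and 58.0% of HDAC3 peaks, and peaks alone were 4.99%, 57.1% and 4.94%. With centres within 400 bp, overlap with NCoR was 96.6% of SMRT and 97.1% of HDAC3 peaks, shared sites were 82.8% of SMRT peaks, and SMRT and HDAC3 peaks alone were 2.82% and 2.54%. Pairs within 100 bp were then 96.4% (SMRT and NCoR), 96.3% (SMRT and HDAC3) and 96.8% (HDAC3 and NCoR) of pairs. These shifts follow from the distance allowed.

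With the NCoR list thinned to the SMRT length, overlap with NCoR was 29.1% of SMRT and 29.3% of HDAC3 peaks, shared sites were 24.9% of SMRT and 18.3% of HDAC3 peaks, and peaks alone were 12.96% and 28.0%. Thinning at random removes partners by construction. With the second list shifted by 5 to 50 kb, the overlaps were 52.3 (SMRT with NCoR), 96.3 (SMRT with HDAC3), 51.6 (NCoR with SMRT), 52.4 (NCoR with HDAC3), 95.3 (HDAC3 with SMRT) and 52.8 (HDAC3 with NCoR) times chance.

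With repeat-masked bases removed, 0 motifs were less frequent in SMRT, NCoR or HDAC3 peaks than in background at an adjusted p below 0.05. CTCF stayed lower in SMRT peaks without passing (odds ratio 0.689) and reversed to odds ratios of 1.34 in NCoR and 1.27 in HDAC3 peaks. With masking, CTCF matches fell from 0.512% to 0.404% of NCoR peaks, and from 0.763% to 0.302% of their matched windows. For HDAC3 they fell from 0.408% to 0.325% of peaks and from 0.726% to 0.256% of windows. The lower CTCF share in these 2 lists thus rested on background matches in repeat-masked bases. Between shared and NCoR-only sites, DR1 reversed to 0.979 (GC-matched NCoR-only sites) and 0.856 (100 bp windows), and ERR reversed to 0.971 (non-promoter sites), 0.949 (GC-matched) and 0.889 (100 bp windows). None of these DR1 and ERR values was past the threshold in any setting, and the cause was not tested. Of 144 recomputed values for single motifs, 133 kept their direction and side of the threshold, 7 reversed (given above), 2 gained the threshold and 2 lost it.

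The stricter threshold on peak score and the comparison of scores were not run, since the lists carry no score. No paired analysis was possible because each list pools its replicates and carries no value per library, which also rules out leaving out a replicate. Sequencing depth was not given, so how far it limits the shorter SMRT list is unknown.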

Other observations

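The tests on the X chromosome, on the HNF6/CUX2 motif, on ETS/ELK matches over 5 kb from a TSS, on ETS/ELK against windows matched on promoter location, and with the background of genes with an NCoR peak were chosen only after the results or the data were seen.

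The share of peaks without another cofactor was 3.35% for SMRT, 2.95% for HDAC3 and 56.1% for NCoR. Each is higher than the value quoted from the study above, and there BCL6 was also among the factors compared.

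The X chromosome carried fewer peaks than any autosome in each list. Fewer bases outside repeats on X were tested as a technical explanation. Per unmasked Mb, X still held 6.67 NCoR peaks, below the lowest autosome at 16.3. SMRT and HDAC3 peaks on X were likewise below the lowest autosome, which argues against repeats as the whole explanation. Chromosome Y, with 1 peak in each list, was not part of this comparison. Per protein-coding TSS, X held 0.359 NCoR peaks against 0.509 on the lowest autosome. That argues against a lower number of genes as the whole explanation. The NCoR ratio of autosomes over X was 4.06 per Mb, 3.25 per unmasked Mb and 2.43 per protein-coding TSS. Repeats and gene number may therefore each account for part of the difference. A single X copy in male liver could lower the signal against a fixed threshold. NCoR density was 4.06 times higher on autosomes, and this cannot be told apart from other properties of X because every sample was male. The ratio was 6.31 for SMRT and 5.51 for HDAC3. Genes expressed in liver may be scarcer on X, and no expression data were used here to test that.

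NCoR-only sites differed from shared sites in motif content, and a candidate explanation is that NCoR-only sites are weaker or false copies of the same sites. In that case each motif share would lie between background and shared sites. For 1 motif, ETS/ELK, NCoR-only sites (1.04%) lay above both shared sites (0.240%) and matched background (0.262%), with an odds ratio over background of 4.001 (Fisher's exact test, p = 5.36e-31). Of the 205 matches, 141 were in the 2976 NCoR-only sites at promoters, so most of the excess was at promoters. Against windows matched on GC content and promoter location, NCoR-only sites had more matches at promoters (4.74% against 1.44%, odds ratio 3.39, Fisher's exact test, p = 9.85e-14) and outside them (0.382% against 0.161%, odds ratio 2.38, p = 0.000129). That argues against weaker copies of the same sites as the explanation for the whole class. The windows were not matched on activity in liver, so the test cannot decide whether false peaks at active promoters add to the excess. Only 205 of 19725 sites had a match, and the other motifs leave the explanation open for the rest.

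Promoter location and GC content were tested as explanations for the ETS/ELK difference. Outside promoters the odds ratio of shared against NCoR-only sites was 0.358 (Fisher's exact test, adjusted p = 0.00110), and with GC-matched NCoR-only sites it was 0.367 (adjusted p = 0.000121), both nearer to 1 than the 0.229 over all sites. Over 5 kb from any TSS it was 0.425 (8 of 5985 against 38 of 12108 sites, Fisher's exact test, p = 0.0269). Each explanation may account for part of the difference but not all of it. ETS/ELK matches were also found in 7 of 426 HDAC3 peaks alone (1.64%, 0.663 to 3.36), against 0.229% of HDAC3 peaks at shared sites. Among SMRT peaks alone, 0 of 357 had a match. A higher share was therefore not limited to the NCoR list. The hypothesis that NCoR is present at ETS/ELK elements without SMRT or HDAC3 above the calling thresholds remains open. So does antibody background at active promoters, which was not tested.

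NCoR sites with HDAC3 but not SMRT could be shared sites at which SMRT fell below the threshold of its shorter list. Their promoter share of 13.2% lay between those of shared (8.19%) and NCoR-only (15.1%) sites, and differed from that of shared sites (Fisher's exact test, adjusted p = 3.94e-20). Their HNF6/CUX2 share of 4.59% (4.03 to 5.19) was close to that of NCoR-only sites (4.32%) and below that of shared sites (8.23%), while DR1 (1.94%, 1.58 to 2.35) and ERR (2.38%, 1.98 to 2.83) were above both classes, with intervals that overlapped those of shared sites. BCL6/STAT (4.34%), the HNF4 half-site (8.17%), FOX (7.48%), C/EBP (6.02%), ETS/ELK (0.691%) and CTCF (0.403%) lay between the classes, as weak SMRT signal would need. The class was therefore not a plain sample of shared sites. Shared sites with weak SMRT signal cannot be told apart here from a mixture of other kinds of site, because a mixture can give the same promoter share and the lists carry no peak height.

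The HNF6/CUX2 motif was found at 12.4% (10.8 to 14.3) of NCoR sites with SMRT but not HDAC3, at 8.23% of shared sites, at 4.59% of NCoR sites with HDAC3 but not SMRT, and at 4.32% of NCoR-only sites. Among SMRT peaks without another cofactor it was found at 18.2% (14.3 to 22.6), compared with 4.46% (2.71 to 6.88) of the HDAC3 peaks without another cofactor. If sites with SMRT but not HDAC3 were shared sites below the HDAC3 threshold, their share would lie between shared and NCoR-only sites, and 12.4% lies above both, outside the interval of shared sites (7.66 to 8.82). For FOX (9.64%), C/EBP (7.46%), the HNF4 half-site (8.55%) and ETS/ELK (0.274%) the class did lie between them, as that explanation needs. For BCL6/STAT (3.15%, 2.31 to 4.17), DR1 (1.23%, 0.731 to 1.94), ERR (2.05%, 1.39 to 2.92) and CTCF (0.2736%, 0.0746 to 0.699) it lay below both, with intervals that reached into the range between them. It is thus argued against for the whole class by the HNF6/CUX2 share, and stays open for part of it. The motif is rich in A and T, and these sites had a GC content of 45.3% against 49.9% for sites with HDAC3 but not SMRT. With GC matching the odds ratio between these classes fell from 2.96 to 1.70 (Fisher's exact test, p = 2.77e-05), so GC content may account for part of the difference but not all. Against GC-matched shared sites, with a share of 9.71%, the odds ratio was 1.32 (Fisher's exact test, unadjusted p = 0.0215). GC matching thus weakens the argument above against shared sites below the HDAC3 threshold. For SMRT peaks alone against GC-matched SMRT peaks at shared sites the odds ratio was 1.37 (Fisher's exact test, p = 0.154), which leaves GC content open there. A preference of SMRT over HDAC3 for HNF6 or CUX2 sites is a hypothesis that these lists raise, and no group among the samples analysed here tests it.

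Repeat sequence was tested as a source of the peaks found for SMRT, HDAC3 or NCoR alone. The mean repeat-masked share of SMRT-only windows was 13.5%, above the 10.3% of SMRT peaks at shared sites (permutation p = 0.0001, the smallest that 10000 shuffles can give). Repeats may therefore add some of these peaks, although only 5.88% of them were more than 50% masked, against 2.77% at shared sites. For HDAC3-only windows the mean was 9.48% against 10.3% (permutation p = 0.259), which argues against repeats there. For NCoR-only windows it was 11.5% against 10.3% (permutation p = 0.0001), and 4.18% against 2.88% were more than 50% masked. Repeats may therefore add some of the NCoR-only peaks as well. An NCoR peak centre lay within 1 kb of 35.0% of the SMRT peaks and 36.2% of the HDAC3 peaks found alone. No biological explanation was tested.

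The excess of shared sites at the study genes could arise because genes with any NCoR site in liver carry more of them. Against random genes with at least 1 NCoR peak, the study genes still held 2.83 times the median number (permutation p = 0.0002). This argues against that explanation for the whole excess, although the ratio was lower than the 5.67 over all genes. The random genes were not matched on their number of NCoR peaks. NCoR peaks of any class were also more numerous at the study genes, at 124 against a median of 40 (ratio 3.1, permutation p = 0.0002). A higher density of NCoR peaks may therefore account for part of the excess. The study chose these genes partly on related libraries, so the remaining excess may follow from that choice.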
